# Dissecting the role of distinct OCT4-SOX2 heterodimer configurations in pluripotency

**DOI:** 10.1038/srep13533

**Published:** 2015-08-28

**Authors:** Natalia Tapia, Caitlin MacCarthy, Daniel Esch, Adele Gabriele Marthaler, Ulf Tiemann, Marcos J. Araúzo-Bravo, Ralf Jauch, Vlad Cojocaru, Hans R. Schöler

## Abstract

The transcription factors OCT4 and SOX2 are required for generating induced pluripotent stem cells (iPSCs) and for maintaining embryonic stem cells (ESCs). OCT4 and SOX2 associate and bind to DNA in different configurations depending on the arrangement of their individual DNA binding elements. Here we have investigated the role of the different OCT4-SOX2-DNA assemblies in regulating and inducing pluripotency. To this end, we have generated SOX2 mutants that interfere with specific OCT4-SOX2 heterodimer configurations and assessed their ability to generate iPSCs and to rescue ESC self-renewal. Our results demonstrate that the OCT4-SOX2 configuration that dimerizes on a *Hoxb1*-like composite, a canonical element with juxtaposed individual binding sites, plays a more critical role in the induction and maintenance of pluripotency than any other OCT4-SOX2 configuration. Overall, the results of this study provide new insight into the protein interactions required to establish a *de novo* pluripotent network and to maintain a true pluripotent cell fate.

Somatic cells can be reprogrammed into induced pluripotent stem cells (iPSCs) following the overexpression of four transcription factors^1^, the most critical of which are *Oct4* and *Sox2*^2^. In recent years, much effort has been invested in uncovering the function of the reprogramming factors during the induction of pluripotency. CHIP-seq and global gene expression analyses have shown that the cooperative co-binding of exogenous OCT4, SOX2, and KLF4 activates many endogenous pluripotent regulators^3^. However, antagonistic competition among these factors has also been described and proven essential in the generation of iPSCs^4^. At the onset of reprogramming, the four overexpressed proteins are present at much higher levels than under physiological conditions. As a consequence, the reprogramming factors bind to both high- and low-affinity sites in accessible chromatin regions^5^. Overall, the initial phase of pluripotency induction is characterized by stochastic gene expression, increasing the complexity of the process and further complicating mechanistic studies^5^. In contrast, the final phase of reprogramming is determined by hierarchical events that involve the gradual activation of OCT4-SOX2 target genes, a process that will finally lead to the establishment of the pluripotent transcriptional network^5^.

OCT4 and SOX2 co-bind to the regulatory regions of most of their target genes^6^,^7^. OCT4 has a bi-partite POU domain that interacts with the major groove of the DNA^8^, while SOX2 has a high-mobility group (HMG) domain that interacts with the minor groove of DNA^9^. To accomplish their synergistic role, the OCT4 POU and SOX2 HMG domains need to assemble on closely spaced composites of *ATGCAAAT-like* and *CATTGTC-like* DNA binding sites. Predominantly, OCT4 and SOX2 cooperate to bind to a canonical composite in which their individual binding sites are juxtaposed^7^,^10^,^11^. This canonical composite motif, which is present in the enhancers of genes such as *Utf1* and *Hoxb1*, can be found with minor variations in the nucleotide sequence^9^,^11^. In addition, composites with different number of spacer nucleotides between the *Sox2* and *Oct4* DNA binding sites have also been characterized, from which the three spacer nucleotide composite present in the *Fgf4* enhancer has been mostly studied^12^. As previously reported, the number of spacer nucleotides determines the OCT4-SOX2 protein interactions^9^. Interestingly, SOX2 mutants that interfere with the formation of a specific OCT4-SOX2 heterodimer configuration have been described^9^. In this study, we have taken advantage of these SOX2 mutants to investigate the role played by the different OCT4-SOX2-DNA assemblies in the induction of iPSCs and the maintenance of embryonic stem cell (ESC) self-renewal. Our results show that the OCT4-SOX2 configuration formed on the canonical composite plays the most critical role in pluripotency.

## Results

### The different OCT4-SOX2 heterodimer configurations do not exhibit equivalent roles in reprogramming

To synergistically activate their target genes, OCT4 and SOX2 proteins interact forming different protein-protein interaction interfaces according to the arrangement of their individual DNA binding motifs (Fig. 1)^9^,^13^. Indeed, several point mutations in the SOX2 HMG domain have been described to specifically abolish the OCT4-SOX2 interaction on the *Utf1*-like motif (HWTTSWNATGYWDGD), in which the *Oct4* and *Sox2* DNA binding sites are juxtaposed, or on the *Fgf4*-like motif (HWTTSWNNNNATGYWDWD), in which a three spacer nucleotide separates the *Oct4* and *Sox2* DNA binding sites (Fig. 1)^9^. The combination of the K95E and R98E (S95/98 mutant) or the R98E and M102E (S98/102 mutant) mutations prevents heterodimer formation on *Utf1*-like motifs (Fig. 1A and 2A). In contrast, the R113E mutation (S113 mutant) impedes formation of the OCT4-SOX2 surface interaction required for binding to enhancers containing *Fgf4*-like motifs (Figs 1B and 2A). Thus, we sought to assess the impact of these point mutations on the reprogramming of somatic cells into iPSCs. To this end, we generated *SOX2* constructs containing the different sets of mutations. Retroviral defective particles coding for the different *SOX2* mutants plus *OCT4* and *KLF4* were used to transduce *Oct4*-GFP mouse embryonic fibroblasts (MEFs). Our results show that the S113 mutant decreased the reprogramming ability 2-fold in comparison with the wild-type construct, as shown by the number of GFP+ colonies (Fig. 2B). In case of S98/102, only one iPSC colony was observed in 1 out of 3 independent wells transduced in parallel. In a subsequent experiment, only a single colony was also observed in 1 out of 3 independent wells, indicating that the reprogramming efficiency of the S98/102 mutant is consistently low. However, we could not detect any iPSC colonies using the S95/98 construct. Quantitative Real-Time PCR (qRT-PCR) showed that all SOX2 mutants were similarly expressed in MEFs (Fig. 2C). Two colonies of SWT, S113, and S98/102 were picked and expanded. All the stable cell lines expressed *Oct4*-GFP, stained positive for alkaline phosphatase (AP) (Fig. 2D), and expressed the endogenous pluripotent marker genes *Oct4*, *Sox2*, *Nanog*, *Utf1*, and *Fgf4* at the same levels as ESCs (Fig. 2E). Overall, our results demonstrate that the *Utf1*-like OCT4-SOX2 heterodimer configuration plays a more critical role in reprogramming than the *Fgf4*-like configuration.

### A specific OCT4-SOX2 heterodimer configuration is essential for preventing ESC differentiation

Next we sought to ascertain the impact of the different OCT4-SOX2-DNA assemblies on the maintenance of pluripotency and ESC self-renewal. Accordingly, we transfected *Sox2*-null ESCs, in which *Sox2* is expressed from a transgene that can be repressed upon doxycycline induction^14^, with hygromycin-resistant PiggyBac vectors expressing the *SOX2* mutants. One week after addition of hygromycin and doxycycline, the index rescue that corresponds to the number of AP-positive colonies in the presence of each *SOX2* construct divided by the number of AP-positive colonies in the presence of the empty PiggyBac vector was calculated. In the presence of S113, a 4-fold reduction in the number of AP-positive colonies was observed (Fig. 3A). In contrast, the reduction was more pronounced in the presence of the S98/102 mutant, and no colonies were observed in the presence of the S95/98 mutant. Moreover, we performed a western blot to assess whether the different SOX2 mutants were expressed at equivalent levels. As *Sox2*-null ESCs transfected with S95/98 did not proliferate, we transfected the different PiggyBac constructs in 293T cells. The western blot analysis showed that all constructs expressed similar levels of SOX2 protein (Fig. 3B). Single colonies from the *Sox2*-null ESCs rescued with SWT, S113, and S98/102 were picked, and stable cell lines were established (Fig. 3C). SWT and S113 colonies were found to be morphologically identical. However, S98/102 colonies looked smaller, less compact, and more differentiated (Fig. 3C). Furthermore, we investigated the global gene expression profile of SWT, S113 and S98/102 clonal cell lines. 

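RNA of 2 SWT, 2 S113 and 3 S98/102 clones was hybridized to Illumina mouse bead arrays, with 2 arrays for each clone. These *Sox2*-null ESCs grew in doxycycline (1 μg/mL), given to repress their mouse *Sox2* transgene, and hygromycin (300 μg/mL), which selects for the human *SOX2* construct. The sample labels call the 3 S98/102 clones *Sox2* 95 mutants. They were taken as S98/102 because the paper profiles 3 S98/102 clones, and with its mutant of position 95 it observed no colonies. The probe for *Sox2*, the gene replaced in these lines, read 4.83 ± 0.07 (log2, SD, n = 2 clones) in SWT, 7.85 ± 0.26 (SD, n = 2) in S113 and 5.59 ± 0.66 (SD, n = 3) in S98/102. The files do not give the position of this probe, so it checks neither the labels nor the level of each construct. The paper does not report on a further line, labelled TSS, which grew without doxycycline to keep the mouse transgene on and in which this probe read 6.39, and its 2 arrays entered the same fit. S113 read above TSS, so a mouse transgene that stayed on in S113 despite doxycycline is open and was not tested.
The authors deposited scanner intensities with a detection p-value for each of 25697 probes, and a table of background-corrected, quantile-normalized log2 values. The median intensity was 102.5 to 108.6 on SWT arrays (median 103.6), 108.5 to 109.5 on S113 arrays (median 109) and 100.1 to 117.2 on S98/102 arrays (median 114.9). Between 48.6% and 52.5% of the probes on an array passed detection at p under 0.05. From the intensities, background correction and quantile normalization were repeated with limma (neqc, offset 16). Probes detected on both arrays of at least 2 lines were kept, and the brightest of them stood for each gene, which left 9303 genes. The 2 arrays of a clone correlated across genes with r between 0.9941 and 0.9976, and the labels do not say whether they hold separate cultures. They were averaged, so that the clone was the replicate. The median SD of a gene between clones was 0.111 in SWT, 0.125 in S113 and 0.231 in S98/102. Groups were compared with limma and p-values adjusted with the Benjamini-Hochberg method, with a shared estimate of the spread. The test was tried on simulated data with 200 changed genes, in which each gene had the same spread in every group, pooled from these clones. It recovered 45% of genes changed by a log2 difference of 1 and 90% of those changed by 2 between S98/102 and SWT. Between S113 and SWT it recovered 40% and 85%. With another number of changed genes, or with the unequal spreads of the groups, these shares can differ.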

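The largest rises in S98/102 clones included *Krt18*, a keratin of simple epithelia, which was 5.32 ± 0.63 (log2, SD, n = 2 clones) in SWT and 10.53 ± 0.82 (SD, n = 3) in S98/102, a log2 difference of 5.21 (standard error 0.49, adjusted p = 0.0025 from limma). *Psg23*, a pregnancy-specific glycoprotein of the placenta, rose by 5.06 on the log2 scale (standard error 0.29, adjusted p = 8.1e-04 from limma). The largest falls included *Slc7a3*, a transporter of cationic amino acids, which fell by 4.58 on the log2 scale (standard error 0.69, adjusted p = 0.0086 from limma). In all, 2145 of 9303 genes passed the test between S98/102 and SWT, 1022 higher and 1123 lower (1009 and 963 in the deposited log2 values, 937 and 1378 when arrays were scaled by a median shift alone). Between S113 and SWT no gene passed limma's test (smallest adjusted p = 0.071), and 863 genes had an unadjusted p under 0.05, against 465 expected by chance. Mean log2 values at least 2-fold from SWT were found for 1431 genes in S98/102 and 293 genes in S113. Each S98/102 clone lay farther from the SWT mean than either S113 clone: the root mean square (RMS) log2 difference over all genes was 0.89 ± 0.19 (SD, n = 3) in S98/102 and 0.44 ± 0.08 (SD, n = 2) in S113. A two-sided exact permutation test of these distances gave p = 0.1, the smallest p that the 10 splits of 5 clones allow. The test takes the clones as independent, but S98/102 clones 1 and 4 share lower expression along part of chromosome 14. They correlated with each other at r = 0.991, and if they share an ancestor, this p is too small. Across genes, which are not independent replicates, the mean profile of S113 correlated with that of SWT at r = 0.983 and the mean profile of S98/102 at r = 0.930, while the SWT clones correlated with each other at r = 0.990.
The counts of genes passing depended on which clones were included. Without SWT clone 4 or clone 5, a single SWT clone remained and far fewer genes passed in S98/102, without *Slc7a3* among them. The genes at least 2-fold from SWT in S98/102 were then 1480 or 1468. Without S98/102 clone 4, 1038 passed in S98/102, and without S98/102 clone 2, the most distant, 147 genes passed in S113. That clone is not part of the comparison of S113 with SWT, but its spread enters the shared estimate. That no gene passed in S113 with all clones therefore does not show that none changed. With S98/102 clones 1 and 4 averaged as 1 line, chosen after seeing the data, 775 genes were higher and 804 lower than in SWT. In the deposited log2 values, 2382 genes in S98/102 and 737 in S113 were at least 2-fold from SWT, with a normexp background and an offset of 50 these were 822 and 123, and without S113 clone 4 they were 461 in S113.

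**Figure D1:**
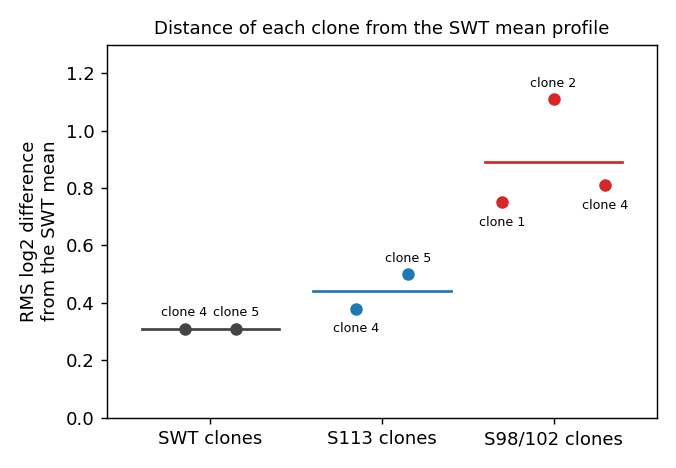
RMS log2 difference of each mutant clone's profile from the SWT mean (vertical axis, log2 units) over 9303 genes, where each point is a clone and each line the mean of its group. The SWT points, at 0.31, show instead the RMS difference between the 2 SWT clones, which is larger than the distance of either from their mean. The S113 clones lie at 0.38 and 0.5 and the S98/102 clones at 0.75, 1.11 and 0.81.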

Pairwise scatter plots of an average of two S113 clones versus two SWT clones and of an average of three S98/102 clones versus two SWT clones showed that S113 exhibit a higher level of similarity to SWT than S98/102 clones (Fig. 3D). Indeed, S113 clones express pluripotent gene markers at levels comparable to SWT (Fig. 3E). In contrast, S98/102 clones display lower expression levels for some of these pluripotent genes (Fig. 3E), thus confirming that S98/102 *Sox2*-null rescued lines are prone to differentiation as suggested by their morphology (Fig. 3C). Therefore, our results demonstrate that interfering with the *Utf1*-like OCT4-SOX2 heterodimer configuration abolishes (S95/98) or diminishes (S98/102) the maintenance of pluripotency, whereas interfering with the *Fgf4*-like OCT4-SOX2 configuration also decreases the rescue of ESC self-renewal but with a lower impact on ESC morphology and global gene expression profile.

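Transcripts of the core pluripotency factors were close to SWT in S113 clones. Whether the mouse *Sox2* transgene was off in S113 was not tested, so this closeness cannot be assigned to the mutant alone. *Pou5f1*, which encodes OCT4, was 11.58 ± 0.10 (log2, SD, n = 2 clones) in S113 and 11.55 ± 0.08 (SD, n = 2) in SWT, and *Nanog* was 11.46 ± 0.05 (SD, n = 2) and 11.76 ± 0.20 (SD, n = 2). Of the 13 markers of Fig. 3E, 12 were measured and none passed limma's test between S113 and SWT. The median log2 difference of the 12 was 0 and that of *Esrrb*, an orphan nuclear receptor of naive ESCs, was -0.21 (standard error 0.63, adjusted p = 0.96 from limma). The farthest from SWT were *Dnmt3b*, a de novo DNA methyltransferase, with a log2 difference of 1.25 (standard error 0.24, adjusted p = 0.17 from limma), and *Fgf4*, a growth factor gene with an enhancer bound by OCT4 and SOX2, with -1.13 (standard error 0.19, adjusted p = 0.15 from limma). The *Fgf4* probe read 4.85 in S113, close to the background, which limits its difference. Adjusted over the list alone, 1 marker was higher and 1 lower, but the paper shows this list from these arrays, so its count is not independent evidence. *Hoxb1* passed detection on 0 of 16 arrays. Among 19 measured genes of naive pluripotency, listed before the data were examined, none passed over all genes and 1 was lower when adjusted over the list alone, with a median log2 difference of -0.13 (adjusted p = 0.37 from limma's camera test, and adjusted p = 0.96 with an estimated correlation). Several of its genes, such as *Nanog*, *Esrrb*, *Fgf4* and *Nr5a2*, are shown in Fig. 3E or Fig. 4C, so this list is not independent of the figures. Without S98/102 clone 2, whose spread enters the test, *Dnmt3b* and *Fgf4* passed.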

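S98/102 clones had lower transcript levels of *Esrrb*, of *Ezh2*, the catalytic subunit of Polycomb repressive complex 2, and of *Fgf4*, and a higher level of *Dnmt3b*. *Esrrb* was 9.99 ± 1.14 (log2, SD, n = 3 clones) in S98/102 and 12.23 ± 0.02 (SD, n = 2) in SWT, a log2 difference of -2.24 (standard error 0.58, adjusted p = 0.035 from limma). *Ezh2* differed by -1.31 (standard error 0.27, adjusted p = 0.021 from limma) and *Dnmt3b* by 1.37 (standard error 0.21, adjusted p = 0.0094 from limma). *Fgf4* fell by 1.44 on the log2 scale (adjusted p = 0.0046 from limma), and its probe was detected on 3 of the 6 S98/102 arrays, so this difference is limited by the background. The other 8 measured markers did not pass, among them *Nanog*, which was 9.93 ± 1.41 (SD, n = 3) in S98/102 (log2 difference -1.83, adjusted p = 0.10 from limma), and *Pou5f1*, which was 10.82 ± 0.98 (SD, n = 3, log2 difference -0.73, adjusted p = 0.31 from limma). A dimmer probe for *Pou5f1* read 11.46 in SWT and 10.41 in S98/102. Adjusted over the list alone, 1 marker was higher and 4 were lower.
Of the 19 measured genes of naive pluripotency, 8 were lower and 1 was higher (9 lower and 1 higher when adjusted over the list alone), with a median log2 difference of -1.63 (adjusted p = 0.0017 from camera, and adjusted p = 0.72 with an estimated correlation). *Pecam1*, an adhesion molecule, fell by 2.39 on the log2 scale (standard error 0.25, adjusted p = 0.0030 from limma), and *Gbx2*, a homeobox factor, had a log2 difference of -2.49 (standard error 0.39, adjusted p = 0.0096 from limma). Like *Esrrb* and *Nanog*, *Pecam1* is shown in the paper's figures from these arrays, so the list's result is not fully independent evidence. The list's median was below SWT in each S98/102 clone, at -1.16, -2.52 and -0.93 in clones 1, 2 and 4. In the same clones, 12 of 18 genes of extraembryonic endoderm were higher and none was lower (16 higher when adjusted over the list alone), with a median log2 difference of 3.31 (adjusted p = 1.1e-07 from camera, and adjusted p = 0.72 with an estimated correlation). They include *Dab2*, an endocytic adaptor, which rose by 5.18 (standard error 0.43, adjusted p = 0.0019 from limma), and the basement membrane genes *Sparc*, which rose by 3.29 (standard error 0.47, adjusted p = 0.0077 from limma), and *Col4a2*, which rose by 4.92 (standard error 0.86, adjusted p = 0.013 from limma). *Esrrb* did not pass without either SWT clone, either S113 clone or S98/102 clone 4. Without SWT clone 4 or clone 5, the markers passing in Fig. 3E were 0 or 1, the naive genes lower were 2, and the extraembryonic endoderm genes higher were 1 or 3. Without S98/102 clone 4, the markers passing were 2 and the extraembryonic endoderm genes higher were 7, and without clone 2, 7 markers passed, *Nanog* among them, and 13 naive genes were lower.

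**Figure D2:**
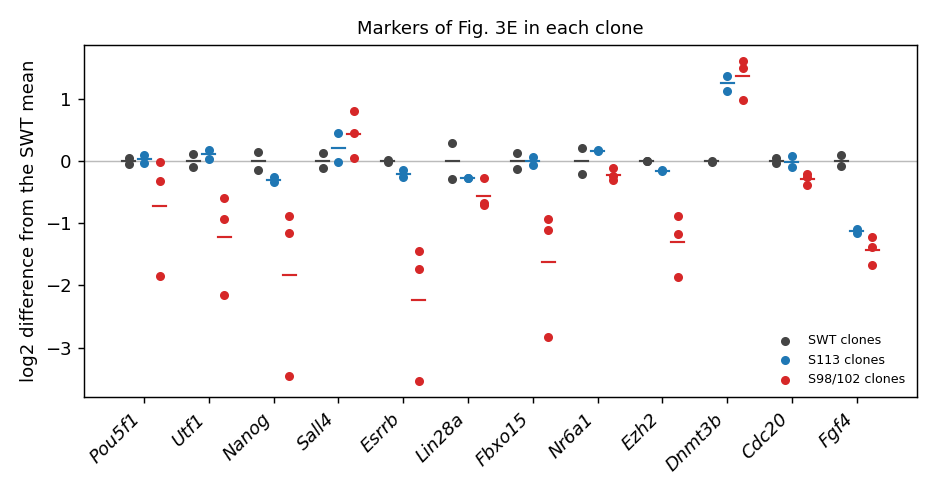
Log2 difference from the SWT mean (vertical axis) of the 12 measured markers of Fig. 3E, where each point is a clone (2 SWT, 2 S113 and 3 S98/102) and each dash the mean of its group. For *Nanog*, *Esrrb* and *Fbxo15* the S98/102 clones spread over more than 1 log2 unit below the SWT mean, while the S113 clones stay near it.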

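Set against each other, the 2 mutants differed in 861 of 9303 genes, 388 higher and 473 lower in S98/102 than in S113 (adjusted p under 0.05 from limma). With S98/102 clones 1 and 4, which share a lower part of chromosome 14, averaged as 1 line, a choice made after seeing the data, 259 genes passed. *Clic6*, an intracellular chloride channel protein, was higher in S98/102 by 3.83 on the log2 scale (standard error 0.41, adjusted p = 0.0098 from limma) and *Krt14*, a keratin of basal epithelium, by 3.21 (standard error 0.48, adjusted p = 0.018 from limma). *Vegfc*, a growth factor of lymphatic vessels, was lower by a log2 difference of -3.67 (standard error 0.20, adjusted p = 0.0016 from limma) and *Pla2g1b*, a secreted phospholipase, by -4.23 (standard error 0.44, adjusted p = 0.0098 from limma). Of the genes of naive pluripotency, 3 of 19 were lower in S98/102 than in S113 and none was higher (5 lower when adjusted over the list alone), with a median log2 difference of -1.24 (adjusted p = 0.0028 from camera, and adjusted p = 0.76 with an estimated correlation). Of the extraembryonic endoderm genes, 3 of 18 were higher (13 when adjusted over the list alone), with a median log2 difference of 1.85 (adjusted p = 2.0e-05 from camera, and adjusted p = 0.76 with an estimated correlation). Without S113 clone 4 or clone 5, 10 or 58 genes passed, with none of the naive genes among them and 0 or 1 of the extraembryonic endoderm genes. Without either SWT clone 244 genes passed and without S98/102 clone 4 106, in each case with none of the extraembryonic endoderm genes, while without S98/102 clone 2 1768 passed, with 10 of the naive genes lower and 6 of the extraembryonic endoderm genes higher.
From the scatter plots, in which S113 is nearer to SWT than S98/102, from the lower pluripotency markers of S98/102, and from the colony counts and colony morphology, the paper concludes that preventing the *Utf1*-like configuration diminishes the maintenance of pluripotency in S98/102. It reasons that preventing the *Fgf4*-like configuration, as in S113, also lowers the rescue of self-renewal but changes morphology and global expression less.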

### The abundance of the bound composite motif determines the impact of each OCT4-SOX2 configuration on pluripotency

Point mutations preventing the *Utf1*-like heterodimer assembly have a higher impact on the induction and maintenance of a pluripotent state than the point mutation preventing the assembly on the *Fgf4*-like motif composites. An explanation for this observation could be that: i) OCT4-SOX2 target genes containing a *Utf1*-like motif are more relevant to pluripotency than the genes containing an *Fgf4*-like motif, or ii) pluripotent cells express more genes exhibiting a *Utf1*-like element than genes presenting an *Fgf4*-like element. Using a previous CHIP-seq study in which 3,798 loci co-bound by OCT4 and SOX2 were identified in mouse ESCs^11^, we quantified the number of *Utf1*- and *Fgf4*-like motifs using degenerate motif ‘words’ (Fig. 4A). In this analysis, we also included the canonical *Hoxb1*-like motif that differs from the *Utf1*-like motif in only 1 nucleotide. Importantly, OCT4 can selectively recognize this nucleotide position^15^. *Hoxb1*-like motifs (554 binding motifs) were more enriched than *Utf1*-like motifs (47 binding motifs) and *Fgf4*-like motifs (26 binding motifs). The distribution of the composite sequences in a 100-bp window centered at the peak summit is shown in Fig. 4A. As the *Hoxb1*-like motif is the most abundant (Fig. 4A), we sought to investigate the capacity of the mutants to heterodimerize with OCT4 on the *Hoxb1* binding composite. In contrast to Remenyi *et al.*’s EMSA analysis, which was conducted with only the OCT4 and SOX2 DNA binding domains^9^, we used full-length proteins. Our EMSA results show that the S113 mutant can heterodimerize with OCT4 and assemble on the *Hoxb1-* and *Utf1*-like OCT4-SOX2 element, but, in contrast to Remenyi *et al.*^9^, S113 could also interact weakly with OCT4 and bind to the *Fgf4*-like OCT4-SOX2 element (Fig. 4B). The S98/102 mutation abrogates the association of both proteins on the *Utf1*-like motif but not on the *Hoxb1*- and *Fgf4*-like motifs (Fig. 4B). Finally, S95/98 can assemble with OCT4 on *Fgf4*-like motifs but not on *Utf1*-like motifs, as previously described^9^. Our results also demonstrate that S95/98 prevents the cooperative binding of SOX2 and OCT4 on *Hoxb1*-like motifs, as shown by lack of a supershift of the OCT4/DNA complex in the presence of S95/98 (Fig. 4B). Overall, the abundance of co-bound motifs in CHIP-seq peaks and the EMSA results correlate with the reprogramming (Fig. 2) and rescuing (Fig. 3) experiments. Indeed, the S95/98 mutant, which is unable to induce or maintain a pluripotent state, cannot cooperatively bind with OCT4 to the *Hoxb1*- and *Utf1*-like motifs that are the most abundant. In addition, the S98/102 mutant, which is severely impaired in iPSC reprogramming and ESC self-renewal rescuing, shows a reduced and an absence of the ternary OCT4/SOX2/DNA complex band on *Hoxb1*- and *Utf1*-like motifs, respectively. Furthermore, the S113 mutation has a lower impact on the pluripotent state because *Fgf4*-like motifs are not enriched and, additionally, binding to these motifs is not fully abolished.

Finally, we investigated whether the global gene expression abnormalities observed in S98/102 and S113 *Sox2*-null clonal ESC lines (Fig. 3D,E) were due to impaired OCT4-SOX2 binding. To this end, we identified the genes co-bound by OCT4 and SOX2 on each of the three motifs using data from a previous CHIP-seq study^11^. Only genes with high-confidence OCT4 and SOX2 peaks within 50 kb of their transcription start site were considered for this analysis. Then, pairwise scatter plots were generated to compare the expression levels of the genes co-bounded by OCT4 and SOX2 on *Hoxb1*, *Utf1* and *Fgf4* binding elements (Fig. 4C). In comparison with SWT, a higher number of genes are differentially expressed in S98/102 than in S113 on the *Hoxb1*-like composite. These results correlate with the weaker supershift band of S98/102 in the EMSA assay (Fig. 4B) and suggest that these changes in gene expression are the result of direct binding. In contrast, the genes differentially expressed between S113 and SWT on the *Hoxb1*-like composite cannot be explained by direct binding since both constructs showed a similar ternary OCT4-SOX2-DNA band on this motif (Fig. 4B). 

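Genes named in the *Hoxb1*-like panel of Fig. 4C changed in S98/102 clones in both directions. Of 9 genes labelled there as upregulated and measured on the array, 8 were higher than in SWT at an adjusted p under 0.05 from limma, and of 10 labelled as downregulated, 9 were lower. *Peg10*, an imprinted gene of the placenta, was at 4.52 ± 0.07 (log2, SD, n = 2 clones) in SWT, where no array detected it, and at 6.67 ± 0.39 (SD, n = 3) in S98/102, at least 3.85-fold higher (adjusted p = 0.0033 from limma). *Efnb1*, a ligand of Eph receptors, rose by 2.00 on the log2 scale (standard error 0.26, adjusted p = 0.0057 from limma). *Socs2*, an inhibitor of cytokine signalling, fell by 2.99 (standard error 0.13, adjusted p = 6.8e-04 from limma) and *Nr5a2*, a nuclear receptor that binds the *Oct4* promoter, by 3.00 (standard error 0.61, adjusted p = 0.019 from limma). *Fgf17* fell by 3.14 (standard error 0.19, adjusted p = 8.1e-04 from limma), and it lies in a part of chromosome 14 where many genes are lower in S98/102 clones 1 and 4, but it was lower in clone 2 as well. *Cxadr* (log2 difference 1.34, standard error 0.50, adjusted p = 0.096 from limma) did not pass, nor did *Nanog*. Over the 28 genes of either mutant labelled in this panel and measured, 8 were higher and 12 lower in S98/102 (10 and 13 when adjusted over the list alone), and 1 was higher and 10 were lower in S98/102 than in S113 (7 and 11 when adjusted over the list alone). The study named these genes from the same arrays, so the counts are not independent evidence, and the full sets of co-bound genes behind the panel are not given in the text. Without SWT clone 4 or clone 5, 1 or 2 of the upregulated and 6 of the downregulated genes passed, without the detection filter 3 of the upregulated genes passed, and without S98/102 clone 1 or clone 2 *Cxadr* passed. Without S113 clone 4 or clone 5, 1 or 3 genes were lower in S98/102 than in S113 and none was higher, and without S98/102 clone 2 12 were lower and 5 higher.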

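For S113, all 14 genes labelled as changed in the *Hoxb1*-like panel and measured had a log2 difference from SWT of at least 1 in size, 6 of them above and 8 below, and none passed limma's test. *Wnt8a*, a signalling ligand of the early embryo, was at 5.92 ± 0.39 (log2, SD, n = 2 clones) in S113 and at background in SWT, where 1 of 4 arrays detected it (adjusted p = 0.17 from limma). *Hspb8*, a small heat shock protein, was at 6.47 ± 0.45 (SD, n = 2) in S113 and 8.24 ± 0.05 (SD, n = 2) in SWT, a log2 difference of -1.77 (standard error 0.30, adjusted p = 0.15 from limma). *Fez1*, a protein of axon outgrowth, had a log2 difference of -1.30 (standard error 0.19, adjusted p = 0.12 from limma). Clones differed for *Dppa3*, a maternal factor also expressed in naive ESCs, which read 8.68 ± 1.34 (SD, n = 2) in S113 and 9.85 ± 0.80 (SD, n = 2) in SWT. Of the 28 measured genes of the panel, 4 were higher and 8 lower in S113 when adjusted over the list alone, on a list that the study drew from these arrays. Without S98/102 clone 2, 4 of the 6 genes above SWT and 5 of the 8 below it passed.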

The OCT4 and SOX2 interaction on the *Utf1*-like element is abolished by the S98/102 but not by the S113 mutant. Accordingly, the expression of genes containing the *Utf1*-like motif is almost identical between S113 and SWT (Fig. 4C). In contrast, a subset of genes is expressed more than 2-fold lower in S98/102 than in SWT, indicating a correlation between OCT4-SOX2 cooperative binding and transcriptional activation. In addition, no differences were observed between S98/102 and S113 on *Fgf4*-like motifs, suggesting that the *Fgf4*-like composite is not the main element driving transcription on these genes. 

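In S113 clones, the genes named in the *Utf1*-like panel had a median log2 difference from SWT of 0.02 over 9 measured genes, and none passed limma's test, also when adjusted over the list alone. *Utf1*, a chromatin factor of undifferentiated ESCs, was at 9.45 ± 0.10 (log2, SD, n = 2 clones) in S113 and 9.35 ± 0.15 (SD, n = 2) in SWT, a log2 difference of 0.10 (standard error 0.47, adjusted p = 0.97 from limma). *Phc1*, a subunit of Polycomb repressive complex 1, differed by 0.03 (standard error 0.39, adjusted p = 0.99 from limma). The 2 genes at least 2-fold from SWT were *Srgn*, with a log2 difference of 2.51 (standard error 0.69, adjusted p = 0.34 from limma) and an SD of 1.37 between the S113 clones, and *Pcyt1b*, an enzyme of phosphatidylcholine synthesis, with -1.68 (standard error 0.49, adjusted p = 0.36 from limma). Without S98/102 clone 2, *Pcyt1b* passed.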

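In S98/102 clones, all 7 genes labelled as downregulated in the *Utf1*-like panel lay below SWT, and 4 of them passed the test. *Phc1* fell by 1.60 on the log2 scale (standard error 0.36, adjusted p = 0.025 from limma) and *Mtf2*, a partner of Polycomb repressive complex 2, by 1.49 (standard error 0.32, adjusted p = 0.022 from limma). *Ctps*, an enzyme of CTP synthesis, fell by 0.75 (standard error 0.17, adjusted p = 0.028 from limma) and *Ube2g1*, a ubiquitin-conjugating enzyme, by 0.67 (standard error 0.15, adjusted p = 0.023 from limma), both by less than 2-fold. *Utf1* was at 8.12 ± 0.83 (log2, SD, n = 3 clones) in S98/102, a log2 difference of -1.23 (standard error 0.43) that did not pass (adjusted p = 0.080 from limma), and *Pcyt1b* had -1.35 (standard error 0.45, adjusted p = 0.069 from limma). *Pmaip1*, which promotes apoptosis, had -0.70 (standard error 0.23, adjusted p = 0.070 from limma). With *Phc1*, *Mtf2*, *Utf1* and *Pcyt1b*, 4 of the 7 were at least 2-fold lower. Adjusted over the 9 measured genes of the panel as a list alone, 7 were lower and 2 higher, but the study named them from the same arrays. *Ctps* did not pass without either S113 clone. Without either SWT clone none of the 7 passed, without S98/102 clone 4 2 passed, and without S98/102 clone 2 7 passed.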

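The *Fgf4*-like panel of Fig. 4C names 4 genes, all of them measured. *Slc28a1*, a nucleoside transporter that is also labelled in the *Hoxb1*-like panel, was at 7.82 ± 0.02 (log2, SD, n = 2 clones) in SWT, 6.58 ± 0.33 (SD, n = 2) in S113 and 5.44 ± 0.31 (SD, n = 3) in S98/102. It was lower in S98/102 than in SWT (log2 difference -2.38, standard error 0.23, adjusted p = 0.0026 from limma) and than in S113 (log2 difference -1.14, standard error 0.23, adjusted p = 0.034 from limma). *Alpk3*, a kinase of heart muscle, was lower in S98/102 than in SWT (log2 difference -1.21, standard error 0.21, adjusted p = 0.012 from limma) and than in S113 (log2 difference -0.89, standard error 0.21, adjusted p = 0.045 from limma). *Tfap2a*, a transcription factor of trophectoderm and neural crest, fell by 1.00 on the log2 scale in S98/102 (standard error 0.22, adjusted p = 0.023 from limma) and did not pass between the mutants (log2 difference -0.17, standard error 0.22, adjusted p = 0.61 from limma). *Sall4*, a zinc finger factor of ESCs, passed in neither comparison, with 0.43 against SWT (adjusted p = 0.25 from limma) and 0.22 against S113 (adjusted p = 0.57 from limma). In S113, none of the 4 passed against SWT over all genes and 2 were lower when adjusted over the list alone, a list drawn by the study from these arrays. In S98/102, 3 were lower either way. Without either S113 clone, either SWT clone or S98/102 clone 4, no gene of the 4 passed between the mutants. Without SWT clone 4, 1 of the 3 falls in S98/102 passed, that of *Slc28a1*, which without S98/102 clone 2 also passed in S113.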

In summary, our results show that the impact of each heterodimer conformation correlates to the total number of genes in which the OCT4-SOX2 cooperative binding is impaired.

## Discussion

The developmental role of OCT4 and SOX2 on specifying and maintaining pluripotency is determined by the ability of these transcription factors to dimerize on the enhancers of pluripotent genes that contain specific composite DNA elements. Our results show that the OCT4-SOX2 configuration formed on the *Utf1*- and on the *Hoxb1*-like composite motifs plays a major role in pluripotency. Although the *Utf1*- and the *Hoxb1*-like motif sequences differ by only a single nucleotide, S98/102 mutants show a different cooperativity on these two composites. Indeed, S98/102 mutants can cooperate on the *Hoxb1*-binding motif but not on the *Utf1*-binding motif. As both *Hoxb1* and *Utf1* are canonical motifs, the OCT4-SOX2 interaction interface is unlikely to differ on these two sequences. Moreover, the difference between these two sequences is found in the hemisite of the second OCT4 DNA-binding subdomain, which does not interact with SOX2. Therefore, the difference between these two binding motifs might be due to the individual contribution of the amino acids located on the OCT4-SOX2 interface. Interestingly, R98 has been shown to exhibit a negative contribution to the OCT4-SOX2 cooperativity on an idealized canonical motif containing the *Hoxb1*-like consensus sequence. This negative contribution was higher in absolute magnitude than the positive contribution of M102^10^, suggesting that the double S98/S102 mutant would actually retain a positive cooperativity on this motif. Similar data for the OCT4-SOX2 cooperativity on the *Utf1*-like sequence is not available. However, the cooperativity on this motif may have more stringent requirements for the amino acid identities on the OCT4-SOX2 interface due to the non-consensus *Utf1*-like sequence, an observation that may explain the inability of the double mutant S98/S102 to bind cooperatively with OCT4 on the *Utf1*-like motif.

The different SOX2 mutants exhibit different iPSC reprogramming efficiencies and different rescue abilities. The inability of the S95/98 mutant to induce pluripotency is consistent with previous reprogramming experiments using an S95 mutant^16^. Indeed, our S95/98 double mutant completely abrogates the SOX2-OCT4 interaction on the *Hoxb1*- and the *Utf1*-binding element, a result that correlates with the decreased heterodimerization ability of the S95 single mutant on this motif^16^. The S98/102 mutant, which is impaired in interacting with OCT4 only in an *Utf1*-like protein conformation, is deficient in inducing and maintaining pluripotency. Indeed, *Sox2*-null ESCs rescued with the S98/102 mutant exhibit a differentiated morphology and express lineage-committed genes from all three germ layers. 

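Among lineage genes listed before the data were examined, the trophectoderm list rose in S98/102 clones, while the lists of ectoderm, mesoderm and definitive endoderm did not pass as lists with all clones. The paper states that lineage genes are expressed, whereas a list test asks whether a list, chosen here, moves as a whole. Single genes of these lists did rise. Of 21 measured trophectoderm genes, 14 were higher and 3 lower (the same counts when adjusted over the list alone), with a median log2 difference of 1.80 (adjusted p = 8.6e-05 from camera, and adjusted p = 0.72 with an estimated correlation). The list's median was also above SWT in S113, at 0.56, and in the TSS line, at 0.49, so a rise over SWT is not particular to S98/102, though larger there. Of the 21 genes, 9 are held by another list, and some, such as *Peg10* and *Gata2*, are shown in Fig. 4C. *Krt8*, a keratin of simple epithelia, was at 7.50 ± 1.00 (log2, SD, n = 2 clones) in SWT and 11.99 ± 0.59 (SD, n = 3) in S98/102, and *Tead4*, a transcription factor of trophectoderm, rose by 1.78 on the log2 scale (standard error 0.16, adjusted p = 0.0021 from limma). Of 14 genes of primitive streak and mesoderm, 4 were higher and 2 lower (5 and 5 when adjusted over the list alone, median log2 difference 0.68, adjusted p = 0.45 from camera). *Pdgfra*, a growth factor receptor of mesoderm and of primitive endoderm, rose by 3.40 (standard error 0.60, adjusted p = 0.013 from limma), and *Snai1*, a repressor of E-cadherin, rose by 1.72 (standard error 0.33, adjusted p = 0.016 from limma). Of 13 definitive endoderm genes, 2 were higher, with or without adjustment over the list alone (median log2 difference 0.68, adjusted p = 0.14 from camera). These are *Sox17*, which rose by 4.15 (standard error 0.90, adjusted p = 0.023 from limma), and *Gata6*, which rose by 3.38 (standard error 0.70, adjusted p = 0.020 from limma), and both are also on the extraembryonic endoderm list.
Ectodermal genes moved in both directions. Of 7 measured neuroectoderm genes, none was higher and 2 were lower (1 and 3 when adjusted over the list alone, median log2 difference -0.65, adjusted p = 0.24 from camera), and the other 14 on the array were not detected in enough lines. *Stmn2*, a neuronal microtubule regulator, fell by 2.50 (standard error 0.53, adjusted p = 0.022 from limma). Of 9 surface ectoderm genes, 2 were higher and 4 lower (the same when adjusted over the list alone, median log2 difference 0.13, adjusted p = 0.95 from camera). *Krt14* rose by 3.45 (standard error 0.48, adjusted p = 0.0072 from limma) and *Grhl2*, an epithelial transcription factor, fell by 1.98 (standard error 0.30, adjusted p = 0.0088 from limma). Without SWT clone 4 or clone 5, 4 or 6 trophectoderm genes were higher and none lower. Without SWT clone 4 no gene of the mesoderm, definitive endoderm, neuroectoderm or surface ectoderm lists passed, and without clone 5 3 did. Without S98/102 clone 2, 7 mesoderm and 5 definitive endoderm genes were higher, and the definitive endoderm list passed camera without SWT clone 5 or S98/102 clone 1 (lowest adjusted p = 0.036).

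**Figure D3:**
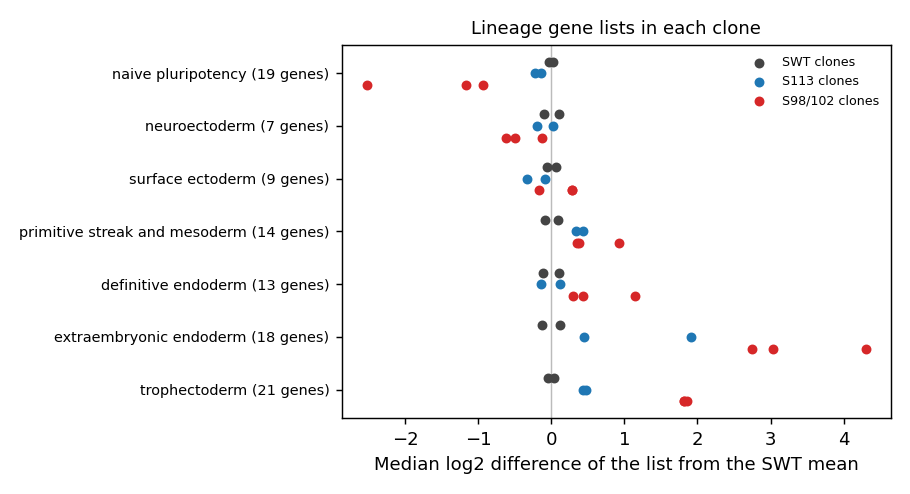
Median log2 difference from the SWT mean (horizontal axis) of the measured genes of 7 lists, where each point is a clone (2 SWT, 2 S113 and 3 S98/102). The extraembryonic endoderm medians are 2.75, 4.3 and 3.03 in S98/102 clones 1, 2 and 4, and the neuroectoderm medians are -0.62, -0.12 and -0.49.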

OCT4 and SOX2 have been described to associate with polycomb group proteins to repress the expression of developmental genes in ESCs^17^. Our results suggest that lineage-committed genes usually repressed by a *Utf1*-like OCT4-SOX2 heterodimer conformation are expressed in the S98/102 mutant, thus promoting the differentiation of ESCs.

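The *Utf1*-like panel of Fig. 4C labels 2 genes as upregulated in S98/102. *Srgn*, the core protein of a secretory granule proteoglycan, was at 10.03 ± 0.63 (log2, SD, n = 3 clones) in S98/102, above SWT by a log2 difference of 4.92 (standard error 0.63, adjusted p = 0.0058 from limma). *1700025G04Rik* had a log2 difference of 1.18 (standard error 0.37, adjusted p = 0.059 from limma), which did not pass. Among 20 measured Polycomb components, 2 were higher and 6 lower in S98/102 (2 and 8 when adjusted over the list alone), with a median log2 difference of -0.19 (adjusted p = 0.24 from camera). Besides *Ezh2*, *Mtf2* and *Phc1*, *Phf19*, a partner of Polycomb repressive complex 2, fell by 0.91 (standard error 0.17, adjusted p = 0.014 from limma), while *Epop*, another partner, rose by 0.92 (standard error 0.17, adjusted p = 0.015 from limma). Without either SWT clone none of the Polycomb components passed, without SWT clone 4 *Srgn* did not, and without S98/102 clone 2 *1700025G04Rik* passed.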

The OCT4 protein exhibits two DNA binding domains connected by a linker. We have recently reported that specific point mutations in the OCT4 linker abolish reprogramming ability without affecting OCT4 DNA binding properties^18^. Indeed, we showed that the OCT4 linker might function as a protein-protein interface that recruits epigenetic regulators to OCT4 target genes. It will be interesting to investigate whether different OCT4-SOX2 heterodimer conformations are able to recruit different epigenetic remodeling proteins.

Overall, our results demonstrate that certain OCT4-SOX2 dimer conformations are more relevant than others in reprogramming somatic cells into iPSCs and in maintaining cells in the ESC state. Further studies are required to determine the key genes activated by each conformation, an approach that might eventually help to simplify the complex mechanism underlying pluripotency.

## Methods

### Retroviral production and mouse iPSC induction

The human *SOX2* mutants were cloned into the pMX retroviral vector^19^. The replicative-defective retroviral particles were produced as previously described^20^. Briefly, 3 μg of each pMX vector^1^ together with 3 μg of pCL-Eco^21^ were transfected into 2 × 10^6^ 293T cells using Fugene® in a total volume of 10 mL. The supernatants containing the viral particles were collected after 48 hours, filtered, and frozen. 500 μL of *OCT4*, 500 μL of *KLF4*, and 250 μL of one of the different *SOX2* constructs were used to transduce 5 × 10^4^ MEFs derived from transgenic mice containing an *Oct4*-GFP transgene in which the GFP transgene expression is driven by the *Oct4* regulatory regions^22^. Two days after transduction, the medium was replaced with ESC medium containing LIF.

### iPSC characterization

Quantitative RT-PCR and AP staining were performed as previously described^20^,^23^.

### Microarray analyses

Microarray analysis was performed as previously reported^24^,^25^. The microarray data are available from the GEO (Gene Expression Omnibus) website under accession number GSE65345.

### ESC self-renewal assay

*Sox2*-null ESCs containing a doxycycline inducible *Sox2* transgene, a tet transactivator, and a constitutive red-fluorescent protein transgene (DsRed) have been previously described^14^. The different SOX2 mutants were cloned into the hygromycin-resistant PiggyBac plasmid pPBCAG-cHA-IH, which is a modification of the previously reported pGG131 plasmid^26^. A total of 500 ng of each plasmid together with 500 ng of pCAG-pBase plasmid were co-transfected into *Sox2*-null ESCs using Lipofectamine 2000. Next, transfected cells were treated with doxycycline (1 μg/mL) and hygromycin (300 μg/mL) for 1 week prior to AP staining. Western blot analysis was performed as previously described^27^.

### Whole-cell lysate generation and electrophoretic mobility shift assay (EMSA)

293T cells were transduced with the same retroviral defective particles used for the reprogramming experiments and whole-cell extracts were prepared as previously described^28^. Equal protein expression from the different constructs was analyzed by Western blot (data not shown). The protein DNA binding capacity was analyzed by EMSA using a modified version of a previous protocol^29^. Briefly, 2–3 μg of wild-type or mutant SOX2 protein lysates were incubated with 180 fmol of a P32-labeled double-stranded DNA probe in the presence or absence of equal amounts of OCT4 protein lysates. Binding reactions were incubated on ice for 1 hour and then loaded directly onto 6% native polyacrylamide gels and run at 10 mA (200–300 V) for 2.5 hours. After electrophoresis, the gels were dried on Whatmann paper and visualized by exposure to X-ray film at −80 C. The following probe sequences were used: HOXB1 (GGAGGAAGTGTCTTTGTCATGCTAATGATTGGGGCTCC), FGF4 (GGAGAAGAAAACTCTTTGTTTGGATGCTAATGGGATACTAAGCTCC), and UTF1 (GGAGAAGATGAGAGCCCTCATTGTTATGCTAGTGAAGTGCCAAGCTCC).

### OCT4-SOX2 composite binding motif quantification and modeling

Based on a previous OCT4-SOX2 CHIP-seq dataset^11^, motif ‘word’ searches were performed in glbase^30^ using fasta-format sequence that span 100-bp centered around the CHIP-seq peak summit. Based on the IUPAC nucleotide nomenclature conventions, the following motifs were used: *Fgf4*-like (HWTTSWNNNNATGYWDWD), *Utf1*-like (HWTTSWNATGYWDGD), and *Hoxb1*-like (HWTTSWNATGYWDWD). Finally, the modeling of the OCT4-SOX2 cooperativity on *Utf1*- and *Fgf4*-like motifs was performed as previously described^18^.

## Additional Information

**How to cite this article**: Tapia, N. *et al.* Dissecting the role of distinct OCT4-SOX2 heterodimer configurations in pluripotency. *Sci. Rep.* **5**, 13533; doi: 10.1038/srep13533 (2015).

## Figures and Tables

**Figure 1:**
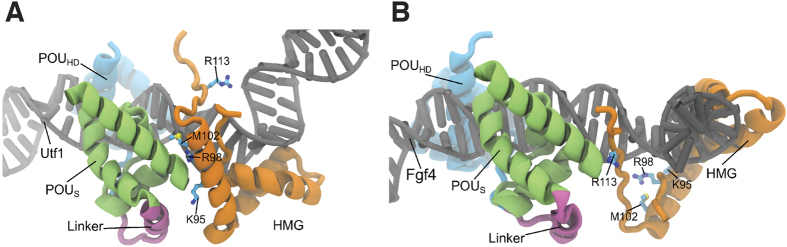
Modeling the OCT4-SOX2 interactive configurations. The *Utf1*-like (**A**) or the *Fgf4*-like (**B**) composite is used as a DNA template and is represented in gray. The OCT4 POU_S_, the OCT4 POU_HD_, and the SOX2 HMG domains are depicted in green, blue, and orange, respectively. The amino acids mutated in this study are indicated in both configurations. To highlight the differences between both arrangements, the orientation of OCT4 is kept the same in both DNA templates.

**Figure 2:**
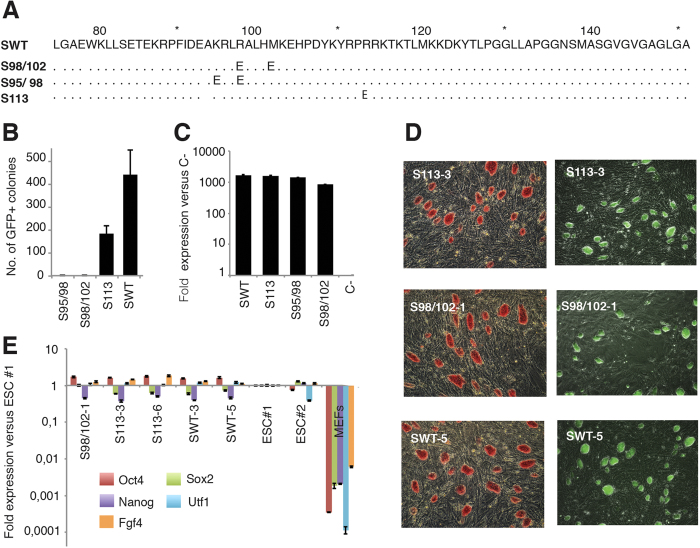
The OCT4-SOX2 configuration plays an important role in reprogramming. (**A**) Human *SOX2* amino acid alignment indicating the position of the point mutations included in each construct. (**B**) iPSC reprogramming efficiency generated using each different SOX2 mutant and measured by the number of *Oct4*-GFP positive colonies. Error bars correspond to standard deviations between three independent biological replicates. (**C**) SOX2-transgene expression in MEFs measured by qRT-PCR three days after transduction. Values are normalized to the expression of C- that corresponds to non-transduced MEFs and that is considered as 1. The error bars correspond to the standard deviation between three technical replicates. (**D**) Images showing *Oct4*-GFP expression and AP staining of one independent iPSC clonal cell line generated from each *SOX2* construct. (E) Expression of endogenous pluripotency markers was measured by qRT-PCR using two mESC lines and MEFs as positive and negative controls, respectively. Values are normalized to the expression of ESC line #1, which is considered as 1. The error bars correspond to standard deviations between three technical replicates.

**Figure 3:**
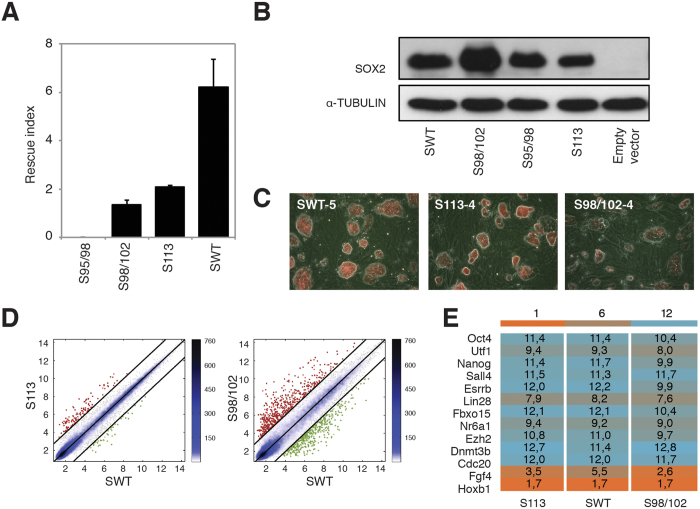
A specific OCT4-SOX2 configuration is essential for preventing ESC differentiation. (**A**) Self-renewal rescue experiment. *Sox2*-null ESCs were transfected with hygromycin-resistant PiggyBac plasmids coding for the different *SOX2* constructs, the empty vector was used as a negative control. The transfected *Sox2*-null ESCs were then treated with doxycycline and hygromycin for 1 week prior to AP staining. The rescue index was calculated by dividing the number of AP-positive colonies for each construct by the number of AP-positive colonies in the empty PiggyBac vector. Error bars correspond to standard deviations between three independent biological replicates. (**B**) Western blot analysis showing that all SOX2 constructs express equal levels of SOX2 protein after overexpression in 293T cells. α-TUBULIN is used as loading control. (**C**) Images of clonal cell lines established for each construct expressing the constitutive dsRed protein transgene are shown. (**D**) Pairwise scatter plots of global gene expression profiles comparing the average of two S113 clonal cell lines or three S98/102 clonal cell lines versus two SWT clonal cell lines. Black lines indicate a two-fold change in gene expression level between the paired populations. Color bar on the right indicates scattering density. Genes up- and downregulated are shown by red and green circles, respectively. (**E**) Heat map from microarray data showing the expression of a subset of pluripotent marker genes in stable *Sox2*-null ESC lines transfected with the different constructs. Values correspond to the average of two SWT-, two S113- and three S98/102-clonal *Sox2*-null ESC lines. The color bar at the top indicates gene expression in log_2_ scale. Blue and orange colors represent higher and lower gene expression levels, respectively.

**Figure 4:**
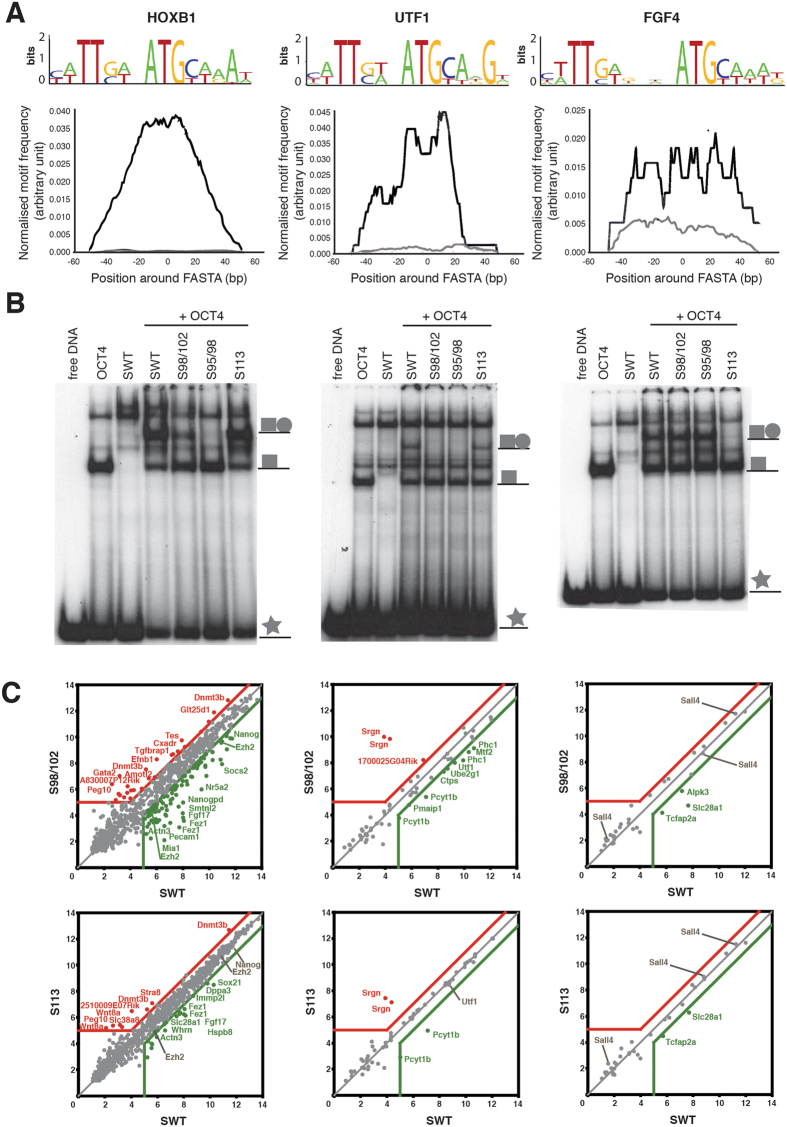
The abundance of the bound composite motif determines the impact of each OCT4-SOX2 configuration on pluripotency. (**A**) Distribution of the motif sequences 100 bp around the peak summit obtained from OCT4 and SOX2 co-pulling down CHIP-seq experiments is depicted in black. Gray curves show the distribution in background control sequences selected using homer (http://homer.salk.edu/homer/index.html). Logos of the OCT4-SOX2 degenerate consensus sequences generated using http://weblogo.berkeley.edu/ are shown above. (**B**) EMSA analysis to evaluate the heterodimerization and binding capacity of OCT4 with wild-type or mutant SOX2 constructs on *Hoxb1* (left), *Utf1* (center) and *Fgf4* (right) motifs. OCT4/SOX2/DNA supershift band, OCT4/DNA band and free DNA are indicated as 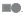, 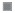 and 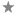, respectively. Of note, full-length SOX2 binding alone cannot be observed in this assay. (**C**) Pairwise scatter plots exhibiting the expression level of genes co-bounded by OCT4 and SOX2 on *Hoxb1*-like motif (left), *Utf1*-like motif (center) and *Fgf4*-like motif (right). A red and a green line represent a 2-fold expression level increase or decrease in comparison with SWT. Genes up- and downregulated are shown by red and green dots, respectively. Expression levels below 5 were considered as background.

How the deposited data were processed for this re-analysis (not part of the article)

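RNA from Sox2-null ESC lines was hybridized to Illumina mouse bead arrays. There were 16 arrays, 2 for each of 8 lines, which were 2 SWT clones (4 and 5), 2 S113 clones (4 and 5), 3 S98/102 clones (1, 2 and 4) and 1 TSS line, in which the mouse *Sox2* transgene was on. The sample labels call the S98/102 clones *Sox2* 95 mutants, and they were taken as S98/102 from the paper's description of the arrays. The paper's text gives the array method by reference to earlier work.
The authors deposited scanner intensities, summarized for each probe with BeadStudio 3.2 and not normalized. The authors deposited with them a detection p-value for each probe, which compares its intensity with that of control probes. The authors also deposited background-corrected, quantile-normalized log2 values. Their notes name RMA and lumi without saying which step each made, and the steps were read from the values, since every array holds the same set of log2 values and ranks the probes as its intensities do.
The intensities were background corrected from the detection p-values, offset by 16, log2 transformed and quantile normalized with neqc of limma 3.58.1 in R 4.3.3. Of 25697 probes, 23978 name a gene, and 23962 of these were matched by Entrez identifier to the RefSeq table, which was used for names, chromosomes and the order of genes. Probes with a detection p-value under 0.05 on both arrays of at least 2 lines were kept, which left 12673 probes with a gene and, taking the brightest for each, 9303 genes. The 2 arrays of each line were averaged, and all 8 lines entered a single limma fit (lmFit and eBayes) with a mean per group. The comparisons were S98/102 with SWT, S113 with SWT, S98/102 with S113 and TSS with SWT, all two-sided, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05. TSS is 1 line and was assumed to vary like the others. For genes not detected in a group, folds are given as at least the fold over the detection floor. The number of arrays limits the precision.
Gene lists, some of which hold genes shown in Fig. 3E or Fig. 4C, were fixed before the data were examined. They cover naive pluripotency, formative and primed epiblast, primitive streak and mesoderm, extraembryonic endoderm, definitive endoderm, trophectoderm, neuroectoderm, surface ectoderm, embryonic fibroblasts, germ line, the 2-cell-like state, Polycomb components, DNA methylation, mitosis, imprinted genes, the p53 response, the FGF and ERK response, the LIF and STAT3 response, the WNT response, glycolysis and hypoxia, epithelial and mesenchymal adhesion, and the Sox family. These 22 lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. The genes of Fig. 3E and those labelled in Fig. 4C were read from the figures and counted but not tested as lists. Genes were named by a rule fixed beforehand. It takes every gene of Fig. 3E and Fig. 4C, *Sox2*, for each comparison the 8 largest rises and the 8 largest falls among genes that passed and whose clones do not overlap, and up to 4 members of each list with the smallest p. The test was tried on simulated data with 200 changed genes, in which each gene had the same spread in every group, pooled from these clones.
The alternatives tried were the deposited log2 values, a normexp background with offset 50, an RMA-style background without offset, a median shift in place of quantile normalization, no detection filter and a stricter filter. Others were arrays with the clone as a random block, with and without a replicate block, arrays as independent samples, the mean of a gene's probes, eBayes with trend and robust, a fit without TSS, and leaving out each clone. For the counts of 2-fold differences, a level under 5 was also taken as background in the deposited values. Alternatives chosen after seeing the data averaged S98/102 clones 1 and 4 as 1 line, and left out the genes of chromosomes 8 and 14. The sets of co-bound genes behind Fig. 4C were not at hand, so only its labelled genes were analysed.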

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

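Of the tests in this part, those of an effect of the mutant on chromosome 14, of feeder cells, of swapped labels, of probe noise and of the human transcript were chosen after the result was seen.
Genes of extraembryonic endoderm, which the paper does not discuss, were higher in S98/102, 12 of 18, with a list median of 3.31 (log2, adjusted p = 1.1e-07 from camera, and adjusted p = 0.72 with an estimated correlation). In S113 none of them passed (2 higher when adjusted over the list alone), with a median of 1.15 (adjusted p = 1.5e-04 from camera, and adjusted p = 0.86 with an estimated correlation), 0.45 and 1.91 in its clones 4 and 5. Feeder cells as the source of this rise are argued against by the fibroblast list, whose median difference was 0.6 (11 measured, 4 of them detected on all SWT arrays and 2 held by another list, 1 higher and none when adjusted over the list alone, adjusted p = 0.086 from camera, 0.014 to 0.43 over the alternatives, of which 3 passed, and adjusted p = 0.042 from camera and 0.77 with an estimated correlation against S113) and whose collagens *Col1a1* and *Col3a1* reached at most 5.78 in an S98/102 clone. A swap of labels between an S113 and an S98/102 clone is argued against by the distances from SWT, since the nearest S98/102 clone lay 0.25 farther than the farthest S113 clone. What this rise comes from stays open, and a change of cell state was not tested.
In S98/102 clones 1 and 4, genes of chromosome 14 had medians of -0.53 and -0.52 against SWT, outside the range of -0.28 to 0.08 of other chromosomes and lines, apart from chromosome 8 in S113 clone 5. The normalization is argued against, since the median nearest to 0 over both clones and 4 other normalizations was -0.44. Between *Mmrn2* and *Tsc22d1*, a segment placed on every second gene, 73.9% of the genes left out of the placing were lower in both clones by over 0.3, against 29.4% of those elsewhere on the chromosome. Loss of a copy of this segment in a shared ancestor of the clones could account for this, but the share is under the 75% set beforehand, so it stays open. Inside the segment, the medians of the genes left out of the placing were -0.77 and -0.74 in clones 1 and 4 and 0.17 in clone 2. An effect of the S98/102 mutant cannot be told apart either, because this value and the chromosome median of -0.03 in clone 2 come from a single line.
The signal of the *Sox2* probe was higher in S113 than in SWT by 3.03 on the log2 scale (standard error 0.40, adjusted p = 0.12 from limma), and higher in both S113 clones. Noise of a dim probe is argued against, since the probe was detected on all 4 S113 arrays and the lower S113 clone lay 2.79 above the higher SWT clone. A reading of the human transcript could not be excluded. The SWT mean minus TSS was -1.56, but neither the level of the human transcript in each line nor the position of the probe is known. S113, at 7.85, also read above TSS, at 6.39, so a mouse transgene that stayed on in S113 despite doxycycline is open as well as a change in the level of the construct, and neither was tested.
The other results in this part are signals in lists and chromosomes that the paper does not analyse, although some genes of the trophectoderm, DNA methylation and mitosis lists are shown in Fig. 3E or Fig. 4C. Trophectoderm genes had a median of 1.80 in S98/102, of 0.56 in S113 (none passing, 4 higher and 2 lower when adjusted over the list alone, adjusted p = 0.024 from camera, and adjusted p = 0.86 with an estimated correlation) and of 0.49 in TSS, a single line assumed to vary like the other groups (none passing, 3 higher when adjusted over the list alone, adjusted p = 0.0036 from camera, and adjusted p = 0.96 with an estimated correlation). Of 7 genes of the 2-cell-like state, 2 were higher in S98/102 (4 when adjusted over the list alone), with a median of 2.02 (3.13, 0.74 and 2.19 in clones 1, 2 and 4, adjusted p = 0.012 from camera, and adjusted p = 0.80 with an estimated correlation), and none passed in S113 (4 higher when adjusted over the list alone), with a median of 2.05 (adjusted p = 3.1e-04 from camera, and adjusted p = 0.86 with an estimated correlation), or in TSS, with a median of 1.42 (adjusted p = 0.14 from camera). Of 17 mitosis genes, 4 were lower in S98/102 (10 when adjusted over the list alone), with a median of -0.43 (adjusted p = 0.0017 from camera, and adjusted p = 0.72 with an estimated correlation). Of 17 genes of epithelial and mesenchymal adhesion, 7 were higher and 1 lower in S98/102 (8 and 2 when adjusted over the list alone), with a median of 0.62 (adjusted p = 0.015 from camera, 0.13 without S98/102 clone 2, and adjusted p = 0.72 with an estimated correlation). Of 8 genes of DNA methylation, none passed in S113 (1 higher when adjusted over the list alone), with a median of 0.35 (adjusted p = 0.0075 from camera, and adjusted p = 0.86 with an estimated correlation), or in TSS (1 higher when adjusted over the list alone), with a median of 0.34 (adjusted p = 0.096 from camera). Genes of chromosome 8 had a median of -0.34 in S113 clone 5.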

How the results depend on the processing

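The results with S98/102 clones 1 and 4 as 1 line and without the genes of chromosomes 8 and 14 were chosen after seeing the data. None of the 93 named genes that passed in S98/102 turned its direction under any alternative. Many of them were named for large changes without overlap between clones, or for small p-values, so a turn was unlikely from the start. Of the genes that passed in S98/102, 47.6% were higher than in SWT, but 51.2% with the deposited values, 51.1% with the RMA-style background, 40.5% with a median shift and 34.6% without SWT clone 4. The distance of S98/102 minus that of S113 was 0.45 and lay between 0.33 and 0.58 under all alternatives. The number of lists passing in S98/102 was 6 to 8. The camera calls of naive pluripotency, extraembryonic endoderm, trophectoderm, the 2-cell-like state and mitosis in S98/102 passed under all 21 alternatives at the preset correlation, and without any alternative none of the 22 lists passed with an estimated correlation. Of the 93 named genes, 24 passed under every alternative, and of 116 named genes in S113, none passed and 60 did under some alternative.
Genes at least 2-fold from SWT numbered 2382 in S98/102 and 737 in S113 in the deposited values, 2378 and 744 with the RMA-style background, 822 and 123 with the normexp offset of 50, and 451 in S113 with a level under 5 as background. A larger offset shrinks the differences of dim probes by construction. The deposited values and the RMA-style background each gave 2 genes for S113 with SWT, and no filter gave 1 for TSS with SWT. With the clone as a random block, the genes passing were 3243 for S98/102 with SWT, 218 for S113 with SWT, 2252 for S98/102 with S113 and 84 for TSS with SWT, and the markers of Fig. 3E passing were 7 in S98/102 and 2 in S113. With arrays as independent samples these were 5301, 1104, 4595 and 1207 genes, and 10 and 2 markers. These fits count the 2 arrays of a clone as further samples. With the clone as a random block and a replicate block they were 3174, 178, 2145 and 66 genes, and 7 and 2 markers. The replicate numbers showed no pairing common to all lines, since the differences between arrays 1 and 2 correlated across 28 pairs of lines at -0.19 to 0.22, with a median of 0. With 4 pairs over 0.1, a shared run of the arrays of some lines cannot be excluded. With S98/102 clones 1 and 4 as 1 line, 775 genes were higher and 804 lower in S98/102 than in SWT, and 259 genes passed between S98/102 and S113.
Leaving out each clone in turn, the genes passing were 257 (without SWT clone 4) to 3183 (without S98/102 clone 2) for S98/102 with SWT, and without S113 clone 4 or clone 5 they were 1441. They were 0 to 147 for S113 with SWT and 10 to 1768 for S98/102 with S113. The genes at least 2-fold from SWT in S113 were 244 to 461. The markers of Fig. 3E passing were 0 to 7 in S98/102 and 0 to 2 in S113. Without 1 of 2 clones, the other is assumed to vary like the other groups, and calls can be lost because a replicate is missing. Without SWT clone 4 or clone 5, the genes at least 2-fold from SWT in S98/102 were 1480 or 1468. For the other changes the cause was not tested. A slide block was not run, because the files name no slides. Signal over background limits the folds of dim probes, and between 48.6% and 52.5% of the probes on an array were detected.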

Differences from the paper's values

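Of the tests in this part, only that with S98/102 clones 1 and 4 as 1 line was chosen after the result was seen. Of the values printed in Fig. 3E, 39 of 39 match the group means of the deposited log2 values within 0.05, for *Pou5f1* those of a dimmer probe than the brightest, which was used here. For *Fgf4*, the paper's log2 difference of S98/102 from SWT is about -2.9 and that of S113 about -2 in Fig. 3E, read by eye, and those measured here were -1.44 and -1.13. Both are limited by the background. *Fgf4* was detected on 3 of the 6 S98/102 arrays, and its mean of 4.85 in S113 lay close to the detection floors of 4.66 to 4.73 on those arrays. Of the alternatives set before the data were examined, the deposited values (-2.86 and -1.96) and the RMA-style background (-2.88 and -1.96) did not differ from the paper's values, and the others did, with -0.71 and -0.56 for the normexp offset of 50.
For genes with the *Fgf4*-like motif, the paper states that S98/102 and S113 did not differ, from plots of each mutant against SWT with 2-fold lines, while the mutants were tested against each other here, so the criteria are not the same. Of the 4 genes labelled in that panel, *Slc28a1* and *Alpk3* were lower in S98/102 than in S113 here, by log2 differences of -1.14 (adjusted p = 0.034 from limma) and, under 2-fold, -0.89 (adjusted p = 0.045 from limma), and *Tfap2a* and *Sall4* did not pass. *Slc28a1* is labelled in the *Hoxb1*-like panel too, so its difference cannot be assigned to the *Fgf4*-like motif alone. None of the 4 passed without either S113 clone, either SWT clone or S98/102 clone 4, nor without the detection filter, nor with S98/102 clones 1 and 4 as 1 line, an alternative chosen after seeing the values. With the deposited values, the RMA-style background, the normexp offset of 50 or eBayes with trend and robust, or without S98/102 clone 1, 1 of the 4 passed.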

Other observations

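The comparison of the fold changes of both mutants in this part was chosen after the result was seen. S98/102 clones changed several signalling genes that the paper does not discuss. Of 9 measured genes of the WNT response, 2 were higher and 3 lower (4 and 3 when adjusted over the list alone, with a median of 0.81 and a mean of 0.13, adjusted p = 0.86 from camera). *Dkk1*, a secreted WNT inhibitor that no SWT array detected, was higher in S98/102 (adjusted p = 0.0045 from limma), and *Notum*, an enzyme that inactivates WNT ligands, fell by 2.52 on the log2 scale (standard error 0.37, adjusted p = 0.0081 from limma). Of 11 genes of the FGF and ERK response, 2 were higher and 2 lower (the same when adjusted over the list alone, with a median of -0.28 and a mean of 0.02, adjusted p = 0.86 from camera). *Phlda1* rose by 2.62 (standard error 0.29, adjusted p = 0.0039 from limma), and *Spred1*, an inhibitor of RAS signalling, fell by 1.21 (standard error 0.24, adjusted p = 0.017 from limma), though not without either SWT clone. Of 15 genes of the LIF and STAT3 response, 2 were higher and 3 lower (3 and 4 when adjusted over the list alone, with a median of 0.01 and a mean of -0.38, adjusted p = 0.60 from camera). In each of these signalling lists, the number of genes passing changed when single clones were left out.
In the 2-cell-like list, *Tcstv1* rose by 3.46 (standard error 0.74, adjusted p = 0.021 from limma) in S98/102, and *Tcstv3* was higher too (adjusted p = 0.026 from limma), neither of them without either SWT clone or S98/102 clone 4, while without S98/102 clone 2 all 7 genes of the list were higher in S98/102 and 5 in S113. Among mitosis genes, *Nusap1*, a spindle protein, fell by 0.97 (standard error 0.13, adjusted p = 0.0070 from limma) and *Top2a*, a topoisomerase, by 0.89 (standard error 0.15, adjusted p = 0.011 from limma), and without either SWT clone no gene of the list passed. The tight junction gene *Tjp1* of the adhesion list rose by 1.28 (standard error 0.22, adjusted p = 0.012 from limma), though not without either SWT clone, where 2 genes of the list were higher and none lower.
The remaining lists did not pass in S98/102, and in each of them the number of genes passing changed when single clones were left out. Of 14 formative and primed genes, 1 was higher and 4 lower, with or without adjustment over the list alone (median -0.43, adjusted p = 0.28 from camera). They include *Otx2*, which fell by 1.38 (standard error 0.20, adjusted p = 0.0083 from limma) and lies in the lower segment of chromosome 14, but was lower in all 3 clones, at -1.54, -1.37 and -1.23. Of 11 germ line genes, 2 were lower (2 when adjusted over the list alone, median -0.27, adjusted p = 0.24 from camera). Of 8 genes of DNA methylation, 2 were higher (2 when adjusted over the list alone, with a median of -0.12 and a mean of 0.15, adjusted p = 0.95 from camera). Of 16 imprinted genes, 2 were higher and 1 lower, with or without adjustment over the list alone (median 0.37, adjusted p = 0.43 from camera). Of 16 genes of the p53 response, limma called none, also over the list alone (median -0.24, adjusted p = 0.55 from camera), with medians of -0.72, 0.45 and -0.29 in clones 1, 2 and 4. Without clone 2, 8 of them were lower (adjusted p = 0.0087 from camera). Of 19 genes of glycolysis and hypoxia, 1 was higher and 3 lower (1 and 4 when adjusted over the list alone, median -0.02, adjusted p = 0.70 from camera). Of 10 Sox family genes, 2 were higher and 2 lower, with or without adjustment over the list alone (median 0.03, adjusted p = 0.95 from camera).
Between S98/102 and S113, 8 of 22 lists passed camera, 5 higher and 3 lower in S98/102, and none passed with an estimated correlation. Trophectoderm genes were higher, 7 of 21 (13 higher and 1 lower when adjusted over the list alone), with a median of 1.48 (adjusted p = 2.6e-04 from camera, and adjusted p = 0.76 with an estimated correlation). Without either S113 clone or S98/102 clone 4, none of them passed, and without either SWT clone 3 did.
TSS is 1 line, assumed in each of its tests to vary like the other groups. No gene of it passed limma's test against SWT, and 914 genes had an unadjusted p under 0.05. At least 2-fold from SWT were 324 genes, 160 above and 164 below. Its mean profile correlated with that of SWT at r = 0.981 across genes, which are not independent replicates, and its distance from the SWT mean was 0.44.
The fold changes of S113 and S98/102 against SWT correlated across genes at r = 0.62, against 0.55 in 100 simulations in which neither mutant had an effect and both shared the SWT clones. Their covariance was 0.21, against 0.06 in the simulations. The simulations gave every group the same spread.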
